# Overexpression of GATA1 Confers Resistance to Chemotherapy in Acute Megakaryocytic Leukemia

**DOI:** 10.1371/journal.pone.0068601

**Published:** 2013-07-10

**Authors:** John Timothy Caldwell, Holly Edwards, Alan A. Dombkowski, Steven A. Buck, Larry H. Matherly, Yubin Ge, Jeffrey W. Taub

## Abstract

It has been previously shown that acute myeloid leukemia (AML) patients with higher levels of GATA1 expression have poorer outcomes. Furthermore, pediatric Down syndrome (DS) patients with acute megakaryocytic leukemia (AMKL), whose blast cells almost universally harbor somatic mutations in exon 2 of the transcription factor gene *GATA1*, demonstrate increased overall survival relative to non-DS pediatric patients, suggesting a potential role for GATA1 in chemotherapy response. In this study, we confirmed that amongst non-DS patients, GATA1 transcripts were significantly higher in AMKL blasts compared to blasts from other AML subgroups. Further, GATA1 transcript levels significantly correlated with transcript levels for the anti-apoptotic protein Bcl-xL in our patient cohort. ShRNA knockdown of GATA1 in the megakaryocytic cell line Meg-01 resulted in significantly increased cytarabine (ara-C) and daunorubicin anti-proliferative sensitivities and decreased Bcl-xL transcript and protein levels. Chromatin immunoprecipitation (ChIP) and reporter gene assays demonstrated that the *Bcl-x* gene (which transcribes the Bcl-xL transcripts) is a *bona fide* GATA1 target gene in AMKL cells. Treatment of the Meg-01 cells with the histone deacetylase inhibitor valproic acid resulted in down-regulation of both GATA1 and Bcl-xL and significantly enhanced ara-C sensitivity. Furthermore, additional GATA1 target genes were identified by oligonucleotide microarray and ChIP-on-Chip analyses. Our findings demonstrate a role for GATA1 in chemotherapy resistance in non-DS AMKL cells, and identified additional GATA1 target genes for future studies.

## Introduction

In the pediatric population, acute myeloid leukemia (AML) has a relatively guarded prognosis with five-year survival rates of approximately 50% (www.seer.cancer.gov), despite intensive therapy. Acute megakaryocytic leukemia (AMKL; M7) is a biologically heterogeneous form of AML, representing ~10% of pediatric AML cases and 1-2% of adult AML cases [1,2]. AMKL is considered a very high-risk subgroup with event-free survival (EFS) rates of <35% [3,4]. Remarkably, Down syndrome (DS) children with AML, and in particular, AMKL, have extremely high EFS rates of approximately 80% [3,5–8]. The blast cells of DS AMKL patients almost universally harbor a somatic mutation in exon 2 of the transcription factor *GATA1* gene (localized to Xp11.23), resulting in the introduction of premature stop codons and the synthesis of a shorter GATA1 protein (designated GATA1s, 40-kDa) initiated from a downstream initiation site and distinguishable from the wild-type GATA1 (50-kDa) [9]. Both GATA1s and the wild-type GATA1 proteins show similar DNA binding abilities and interact with a partner protein named “friend of GATA1” (FOG1), though the GATA1s protein exhibits altered transactivation capacity due to the loss of the N-terminal activation domain [9].

GATA1 is a zinc finger transcription factor that is essential for hematopoiesis of the erythrocyte/megakaryocyte lineages. GATA1 acts as an activator or repressor of different target genes by forming distinct activating or repressive complexes with its partner proteins (reviewed in 10). The pronounced differences in clinical outcomes between DS and non-DS AMKL patients and differences in the *GATA1* gene mutation status in blast cells suggest a potential role for GATA1 in chemotherapy response in both DS and non-DS AMKL cases. In the non-DS population, overexpression of GATA1 in megakaryoblasts from children with AMKL compared to blasts from children with other subtypes of AML was previously observed in gene expression microarray studies [11]. Further, earlier studies demonstrated a worse prognosis for AML patients (adults without AMKL) whose blast cells expressed higher levels of GATA1 than patients whose blasts expressed lower levels of GATA1 [12,13]. Collectively, these studies suggest that GATA1 may contribute to chemotherapy resistance via regulation of GATA1 target genes in AML, especially in the AMKL subtype.

Bcl-xL, encoded by the long form splice variant of *Bcl-x* transcripts which counteracts apoptotic signals, may be one of these GATA1 target genes. Bcl-xL is a Bcl-2 family protein that is abundantly expressed in both megakaryocytes and erythrocytes (reviewed in 14). Bcl-xL deficient mice exhibit massive apoptosis of fetal liver hematopoietic cells, suggesting that Bcl-xL prevents apoptosis of hematopoietic cells [15]. Previous studies have established that GATA1 and erythropoietin cooperate to promote erythroid cell survival by regulating Bcl-xL expression [16], and that GATA1 is capable of binding and activating the Bcl-xL promoter during erythroid differentiation [17]. Thus, it is conceivable that GATA1 may also regulate Bcl-xL in megakaryocytes as megakaryocytes and erythrocytes are derived from a common progenitor and both Bcl-xL and GATA1 are expressed in megakaryocytes.

In this study, we confirmed the overexpression of *GATA1* transcripts in non-DS megakaryoblasts compared to non-DS AML blasts. We also demonstrated that GATA1 plays critical roles in sensitivities of megakaryocytic cells to cytarabine (ara-C) and daunorubicin (DNR), the two main drugs used for treating AML, through direct regulation of Bcl-xL. Furthermore, we found that the histone deacetylase (HDAC) inhibitor, valproic acid (VPA), can decrease GATA1 expression and synergize with ara-C in exerting antileukemic activities toward megakaryocytic leukemia cells. Using gene-expression microarray and ChIP-on-Chip analyses, we identified additional GATA1 target genes which may be downstream targets for AMKL treatment.

## Materials and Methods

### Clinical Samples

Diagnostic AML blasts (including blasts with the AMKL phenotype) were obtained from the Children’s Hospital of Michigan leukemia cell bank and from the Pediatric Oncology Group 9421 study, as previously described [18]. The diagnosis of AMKL was confirmed by flow cytometry detection of the megakaryocytic antigens CD41 and CD61. Mononuclear cells were isolated on Ficoll-Hypaque gradients to obtain highly purified mononuclear cell fractions consisting mostly of leukemic blasts. Written informed consent was provided by the parent or legal guardian of the patient according to the Declaration of Helsinki. The research protocol was approved by the Human Investigation Committee of Wayne State University School of Medicine.

### Cell Culture and Chemotherapy Agents

The Meg-01 megakaryocytic cell line was obtained from the American Type Culture Collection (Manassas, VA). The parental and engineered sublines were cultured in RPMI 1640 with 10% fetal bovine serum (FBS) (Hyclone, Logan, UT) and 2 mM L-glutamine plus 100 U/ml penicillin and 100 µg/ml streptomycin, in a 37°C humidified atmosphere containing 5% CO_2_/95% air. Ara-C, DNR and VPA were purchased from Sigma-Aldrich (St. Louis, MO).

### shRNA Knockdown of GATA1 in Meg-01 Cells

GATA1 shRNA lentivirus clones were purchased from the RNAi Consortium of Sigma-Aldrich. Meg-01 cells were transduced with the GATA1 shRNA lentivirus. After selection with puromycin, infected Meg-01 cells were plated in soft agar. Colonies were isolated, expanded and assessed for GATA1 expression by Western blotting and real-time RT-PCR. Two clones with decreased GATA1 expression (designated GATA1 4-14 and GATA1 5-13) were chosen for further study. A pool of cells from the negative control transduction (lentivirus expressing a shRNA with limited homology to any known human genes) was used as the control (designated GATA1 Neg).

### Quantitation of Gene Expression by Real-time RT-PCR

Transcripts were quantitated using primers (Table S1) and Sybr Green (Roche Diagnostics, Indianapolis, IN) as previously described [19] or Taqman probes (Applied Biosystems Inc., Foster City, CA) and a LightCycler real-time PCR machine (Roche Diagnostics, Indianapolis, IN) based on the manufacturer’s instructions. Real-time PCR experiments were expressed as mean values from three independent experiments and normalized to GAPDH, with the exception of GATA1 transcript levels post VPA treatment, which were normalized to RPL13A levels as RPL13A has been reported to be a more reliable housekeeping gene post-HDAC inhibitor treatment [20].

### Western Blot Analysis

Whole cell lysates were prepared by sonication in hypotonic buffer (10 mM Tris-Cl, pH 7.0), containing 1% SDS and proteolytic inhibitors, and subjected to SDS-PAGE. Separated proteins were electrophoretically transferred to PVDF membranes (Thermo Fisher Inc., Rockford, IL) and immunoblotted with antibodies to GATA1 (C-20, Santa Cruz Biotechnology, Santa Cruz, CA), Bcl-xL (Cell Signaling Technology, Danvers, MA), or β-actin (Sigma-Aldrich, St. Louis, MO) as described previously [19]. Immunoreactive proteins were visualized using the Odyssey Infrared Imaging System (Li-Cor, Lincoln, NE), as described by the manufacturer.

### In Vitro Ara-C and DNR Cytotoxicity Assays

For determinations of cytotoxicities, the cell lines were cultured in complete medium with dialyzed fetal bovine serum in 96-well plates at a density of 4 x 10^4^ cells/ml for 96 hours. Cells were cultured continuously with a range of ara-C and DNR concentrations at 37 °C, and viable cells were determined using the Cell Titer-blue reagent (Promega, Madison, WI) and a fluorescence microplate reader. The IC_50_ values were calculated as the concentrations of drug necessary to inhibit 50% growth compared to control cells cultured in the absence of drug. The data are presented as the mean values ± standard errors from at least 3 independent experiments. Standard isobologram analysis was performed as described previously [21] and combination index (CI) analysis was performed using CompuSyn software (ComboSyn, Inc., Paramus, NJ)

### Assessment of Baseline and Drug Induced Apoptosis

The Meg-01 shRNA stable clones (GATA1 Neg, GATA1 4-14, and GATA1 5-13) in logarithmic growth phase in RPMI 1640/10% dialyzed FBS in the presence or absence of ara-C and VPA were harvested, vigorously pipetted and triplicate samples taken to determine baseline and drug-induced apoptosis using the Annexin V-FITC Kit (Beckman Coulter, Brea, CA), as previously described [21,22]. Apoptotic events were recorded as a combination of Annexin V+/PI- (early apoptotic) and Annexin V+/PI+ (late apoptotic/dead) events. The data are presented as mean percentages of Annexin V positive cells ± standard errors relative to untreated cells.

### Chromatin Immunoprecipitation (ChIP) Assay

ChIP assays were performed in Meg-01 cells as previously described [23], with GATA1 C-terminus (C-20 antibody, Santa Cruz) antibody or normal IgG. Standard PCR for the Bcl-xL promoter region was performed with forward (5’-gcatccccgcagccacctcctc-3’) and reverse (5’-ccctaaaaattccattccccctccag-3’) primers spanning positions -257 to +67. A separate region (exon 3) of the human *GATA1* gene was also amplified with forward (5’ tggagactttgaagacagagcggctgag-3’) and reverse (5’-gaagcttgggagaggaataggctgctga-3’) primers to validate the specificity of the ChIP assays.

### ChIP-on-Chip Assay

The ChIP-on-ChIP protocol was modified from the Agilent Technologies Mammalian ChIP-on-ChIP Kit protocol. Briefly, genomic DNA from the ChIP assay above was incubated with T4 DNA polymerase to create blunt ends. Linker DNA was ligated to the blunt end DNA, followed by amplification of the samples. The samples were labeled, hybridized to the microarray, washed and scanned according to the manufacturer’s protocol. Data were imported into Chip Analytics software (v 1.3.1, Agilent Technologies) for analysis. Normalization was performed using intra-array lowest and inter-array median normalizations. Peak detection was performed using the Whitehead error model (v 1.0) and the Peak Shape Detection algorithm (v2.0). Genes with a bound region (peak) were identified, and the associated NCBI Refseq accession numbers were used for subsequent analyses. The ChIP-on-ChIP results were validated by both regular PCR and real-time PCR (see above). We have deposited the raw data at GEO under accession number GSE43018.

### Gene Expression Microarray Analysis

Gene expression microarray was performed with the Agilent Whole Human Genome 4 x 44K microarray (catalog #G4112F). Microarray sample preparation, hybridization, and data analysis were described previously [24]. On each microarray, a labeled GATA1 4-14 or GATA1 5-13 sample was co-hybridized with an oppositely labeled GATA Neg sample. Two arrays were completed for the GATA1 4-14/GATA1 Neg pair and the GATA1 5-13/GATA1 Neg pair, respectively, for a total of four arrays. The two microarrays used for each clone were hybridized in a “dye swap” arrangement with opposite dye orientation to minimize the dye bias effect. Statistical analyses were performed using Rosetta Resolver® [25]. We have deposited the raw data at GEO under accession number GSE42879 and we confirm all details are MIAME compliant.

### Construction of Plasmids, Transient Transfection, and Luciferase Assay

The GATA1 expression vector, pPacGATA1, and *Bcl-x* promoter construct, pGL3B-Bcl-x-pro, were prepared as previously described [26,27]. *D*. Mel-2 cells (Invitrogen, Carlsbad, CA) were co-transfected with 1 µg of the *Bcl-x* promoter construct and 125 to 500 ng of pPacGATA1 using Fugene 6 reagent (Roche, Indianapolis, IN) as described previously [26,27]. Luciferase activities were assayed using the Single Luciferase Assay System (Promega) and normalized to total cell protein, measured by the Bio-Rad DC-protein assay kit (Bio-Rad, Hercules, CA).

### Statistical Analysis

Differences in transcript levels between distinct AML patient groups were compared using the nonparametric Mann-Whitney two-sample U test. The nonparametric Spearman rank correlation coefficient was used to analyze the relationship between GATA1 and Bcl-xL transcript levels. Statistical analyses were performed with GraphPad Prism 4.0.

## Results

### Overexpression of GATA1 in AMKL blasts is associated with chemotherapy resistance

To determine if GATA1 is overexpressed in AMKL compared to other subtypes of AML in non-DS children, real-time RT-PCR was performed to quantify transcript levels of GATA1 in a cohort of diagnostic AML blast samples (12 AMKL cases and 31 non-AMKL AML cases). GATA1 transcript levels were significantly higher in AMKL blasts compared to blasts of other AML subtypes amongst non-DS patients (median 5.5-fold, p=0.004) (Figure 1A).

**Figure 1:**
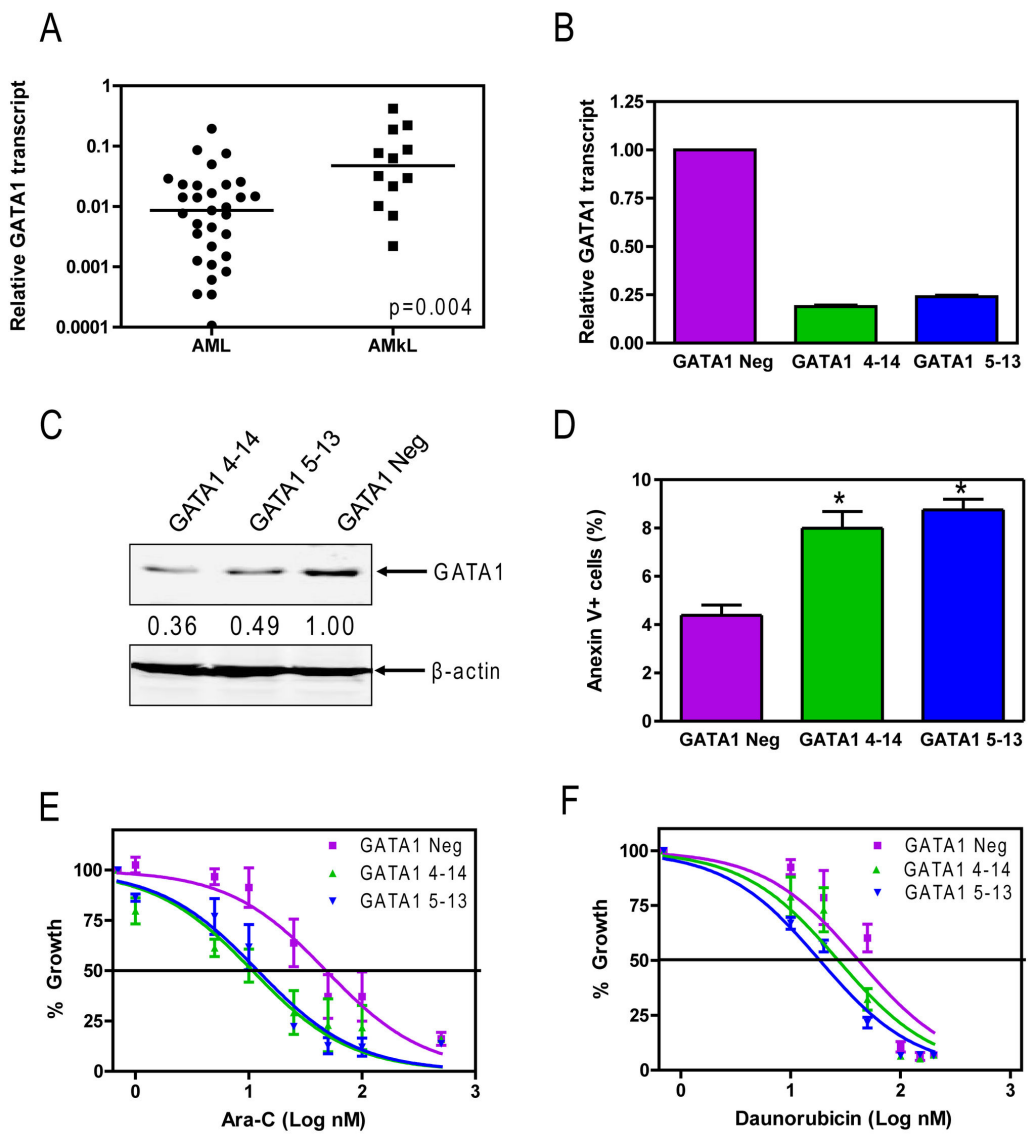
GATA1 transcripts are elevated in AMKL blasts and shRNA knockdown increases basal apoptosis and chemotherapy sensitivity. **A**: *GATA1* transcript levels in primary non-AMKL AML or AMKL blasts from non-DS patients were quantitated by real-time RT-PCR and normalized to GAPDH transcript levels. Median transcript levels were compared between the two patient groups using the nonparametric Mann–Whitney *U* test. **B**–**C**: Meg-01 cells were infected by GATA1 shRNA lentivirus clones. Colonies were isolated, expanded and tested for GATA1 expression by real-time RT-PCR (panel B) and Western blotting (panel C). Two colonies (GATA1 4-14 and GATA1 5-13) with decreased GATA1 gene expression were selected for further study. A pool of cells from the negative control infection was used as the control (designated GATA1 eg). **D**: Baseline apoptosis in the GATA1 4-14, GATA1 5-13 and GATA1 Neg was determined by flow cytometry with Annexin V-FITC/PI staining. *indicates p<0.05, error bars indicate standard errors. **E**–**F**: Meg-01 GATA1 shRNA clones were cultured in 96-well plates at a density of 4x10^4^ cells/mL in the presence of 0-500 nM Ara-C (panel C) or 0-200 nM DNR (panel D) and cell numbers were determined with the Cell Titer-blue reagent and a fluorescence microplate reader. The data represent mean values ± standard errors from at least three independent experiments.

To explore the role of GATA1 in chemotherapy sensitivity in AMKL, GATA1 expression was knocked-down using lentivirus shRNA in the non-DS megakaryocytic cell line Meg-01. Two stable clones, designated GATA1 4-14 and GATA1 5-13, showed decreased *GATA1* transcripts [~25% relative to a non-targeted control comprised of a pool of cells infected with a lentivirus negative control shRNA (designated GATA1 Neg)], while at the protein level, GATA1 was reduced to approximately one-third and one-half that of GATA1 Neg in the GATA 4-14 and GATA 5-13 clones, respectively (Figure 1B& C). This was accompanied by significantly increased baseline apoptosis in both clones relative to the GATA1 Neg cells, as measured by flow cytometry with Annexin V-FITC/PI staining (Figure 1D). Down-regulation of GATA1 also resulted in increased anti-proliferative activity for ara-C and DNR, as measured by the Cell Titer-Blue viability assay. The IC_50_s for ara-C in the GATA1 Neg, GATA1 4-14, and GATA1 5-13 were 48.3 nM, 10.8 nM, and 12.0 nM, respectively, while those for DNR were 41.6 nM, 27.1 nM, and 18.4 nM, respectively (Figure 1E& F). This sensitivity was reduced, at least in part, by exogenous expression of Bcl-xL in the GATA1 4-14 clone (Figure S1B& C)

### Bcl-xL is overexpressed in AMKL and is a GATA1 target gene

It was previously reported that GATA1 promotes survival of developing erythrocytes by upregulating Bcl-xL [16]. On this basis, we hypothesized that GATA1 could play a potential role in the survival of AMKL blasts upon treatment with cytotoxic agents by upregulating BcL-xL. To begin to test this possibility, Bcl-xL transcripts were initially measured by real-time RT-PCR in the above cohort of 31 AMKL and 12 non-AMKL AML cases. Consistent with our hypothesis, Bcl-xL transcript levels were significantly higher (median 4.2-fold; p=0.002) in AMKL cases compared to that in other AML subtypes (Figure 2A). The transcript levels of Bcl-xL closely correlated with GATA1 transcripts in AML and AMKL blasts (r=0.901, p<0.0001) (Figure 2B). Further, in the cell line models, knockdown of GATA1 resulted in decreased Bcl-xL expression at both the transcript and protein levels (Figure 2C& D). Bcl-2 protein was not detected by western blot in these cells and Mcl-1 levels were comparable to the GATA-1 Neg cells (Figure S1A).

**Figure 2:**
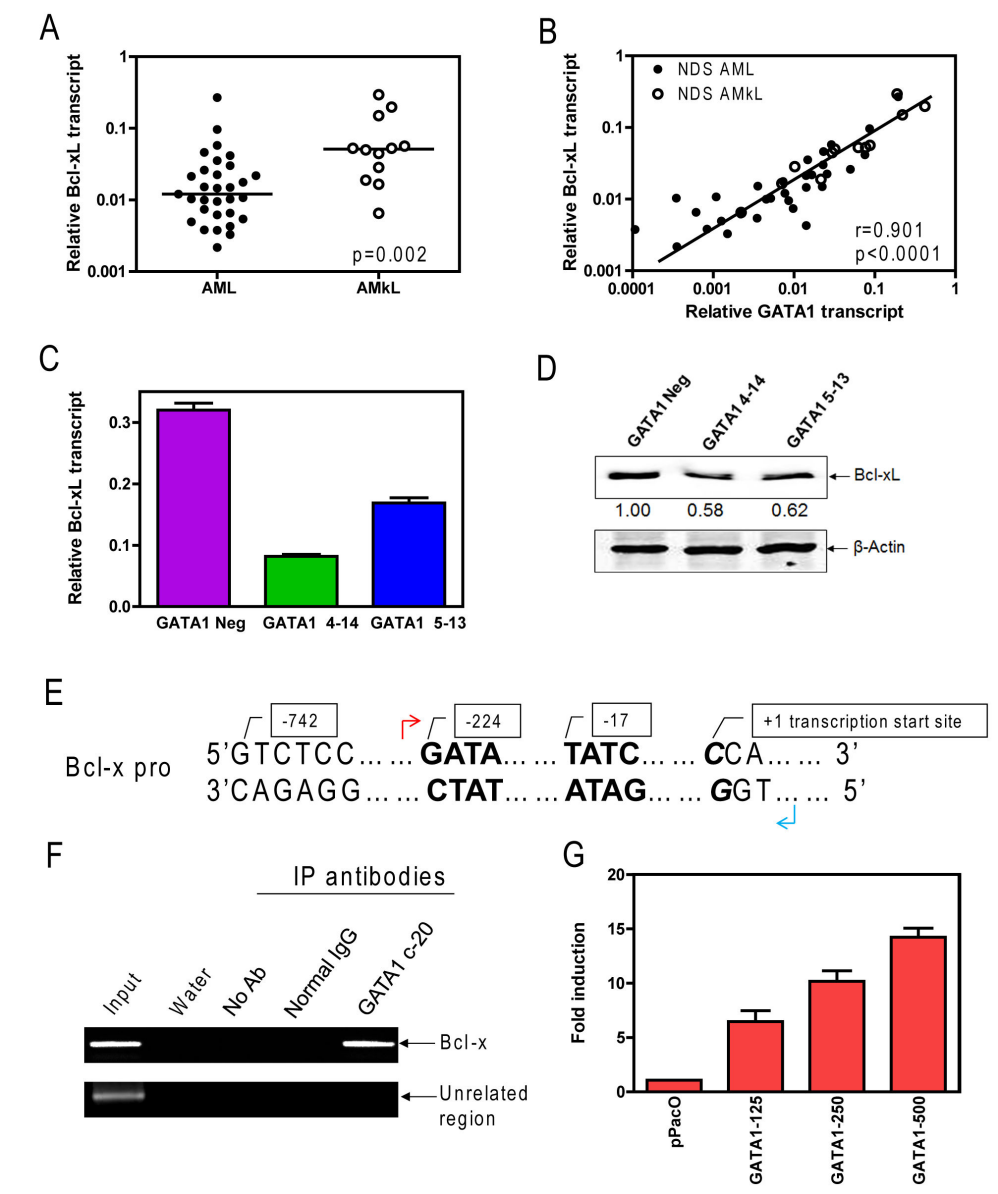
Bcl-xL is a *bona fide* GATA1 target gene in AMKL. **A**: *Bcl-xL* transcript levels in primary non-AMKL AML or AMKL blasts from non-DS patients were quantified by real-time RT-PCR. Median transcript levels were compared between the two patient groups with the use of the nonparametric Mann–Whitney *U* test. **B**: The relationship between *GATA1* and *Bcl-xL* transcript levels was determined by the nonparametric Spearman rank correlation coefficient. **C**: Transcript levels for *Bcl-xL* were quantified by real-time RT-PCR in the Meg-01 shRNA stable clones. Real-time PCR results were expressed as mean values from three independent experiments and normalized to GAPDH. **D**: Whole cell extracts from Meg-01 GATA1 Neg, 4-14 and 5-13 were subjected to Western blotting and probed for Bcl-xL and β-actin. **E** and **F**: In vivo binding of GATA1 to the putative GATA1 binding sites located in the upstream region of the *Bcl-x* gene in Meg-01 cells was determined by ChIP assays with the use of regular PCR (panel F), as described in the “Materials and Methods”. The location of the primers used in 2F are indicated by the arrows in 2E. **G**: *D*. Mel-2 cells were transfected with pGL3Basic-Bcl-x-pro along with 0-500 ng of pPacGATA1 using the Fugene 6 reagent. GATA1 transactivation of *Bcl-x* promoter was determined by luciferase reporter gene assays and normalized to total cell protein.

To provide evidence that GATA1 directly activates expression of Bcl-xL by binding to the putative GATA1 sites in the *Bcl-x* gene promoter region (Figure 2E), ChIP was performed in Meg-01 cells followed by PCR of the recovered DNA using primers flanking the putative GATA1 binding sites. As can be seen in Figure 2F, pull down with the GATA1-specific antibody GATA1 c-20 resulted in specific precipitation of the *Bcl-x* promoter region (containing the two putative GATA1 binding sites) but not an unrelated region. Activation of the *Bcl-x* promoter activity by GATA1 was further confirmed using a luciferase reporter assay after cotransfection of *D*. Mel-2 cells with increasing amounts of a GATA1 expression vector along with the *Bcl-x* promoter construct. As shown in Figure 2G, increasing GATA1 transfection resulted in dose-dependent induction of luciferase expression driven by the *Bcl-x* promoter. Taken together, these studies provide direct evidence that GATA1 binds to the GATA1 sites in the *Bcl-x* upstream region and transactivates its activity in Meg-01 cells.

### Treatment with VPA down-regulated GATA1 and Bcl-xL and sensitized Meg-01 cells to ara-C-induced apoptosis

With currently available treatments, it is not feasible to directly target GATA1 in AMKL cells. Based on a previous report [28], we hypothesized that treatment with VPA, an HDAC inhibitor, could potentially down-regulate GATA1 expression. Indeed, treatment of Meg-01 cells with clinically achievable concentrations (0.5 and 1.0 mM) of VPA resulted in a reduction in GATA1 protein expression, as measured by western blot (Figure 3A), while treatment with comparably toxic doses of DNR did not (not shown). Furthermore, VPA treatment also resulted in decreased expression of Bcl-xL protein (Figure 3A). To investigate the mechanism through which VPA modulates GATA1 expression, real time RT-PCR was used to look at GATA1 transcript levels post VPA treatment. Transcript levels were decreased after both 0.5 and 1.0 mM treatments, albeit to different degrees (Figure 3B).

**Figure 3:**
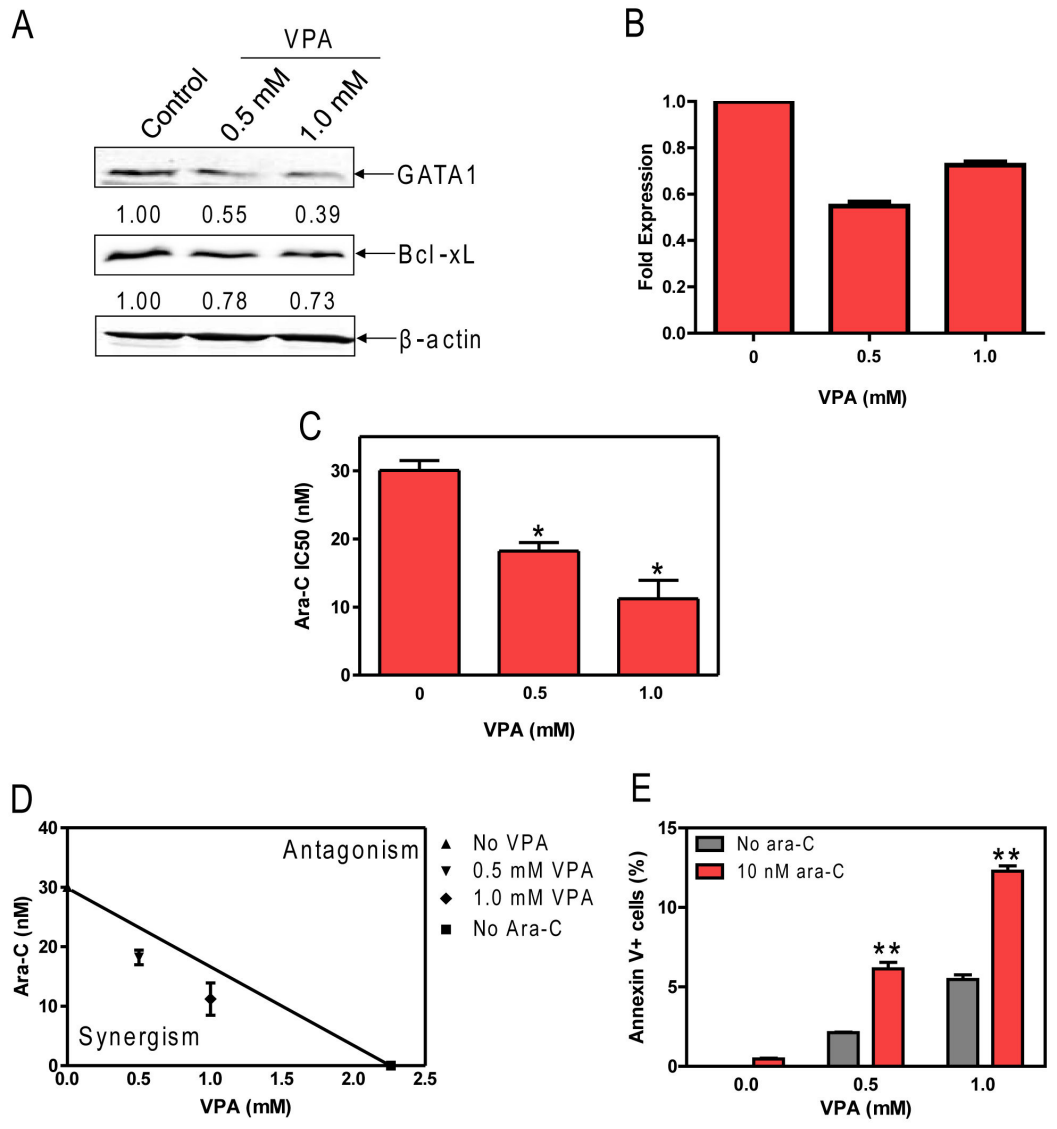
Valproic acid causes down-regulation of GATA1 and enhances ara-C induced apoptosis in Meg-01 cells. **A**: Meg-01 cells were treated with VPA for 48h. Whole cell lysates were extracted, subjected to Western blotting and probed by anti-GATA1, Bcl-xL and β-actin. **B**: Meg-01 cells were treated at the indicated dose of VPA for 48h and RNA was harvested for quantification of GATA1 transcripts by qRT-PCR. Transcript levels for GATA1 in the VPA treated cells were normalized to untreated cells. **C**: Meg-01 cells were treated with ara-C in the presence or absence of VPA and viable cell numbers were determined using Cell Titer-blue reagent. IC_50_ values were calculated as the concentration of drug necessary to inhibit 50% proliferation compared to control cells cultured in the absence of drug. * indicates p<0.05 **D**: Standard isobologram analysis of Meg-01 cell proliferation inhibition by the combined treatment of ara-C and VPA. The IC50 value for each drug is plotted on the axes; the solid line represents the additive effect, while the points represent the concentrations of each drug resulting in 50% inhibition of proliferation. Points falling below the line indicate synergism between drug combinations whereas those above the line indicate antagonism. The data are presented as mean values ± standard errors from at least 3 independent experiments. **E**: Apoptosis after indicated treatment for 48 hours as determined by flow cytometry with Annexin V-FITC/PI staining. *indicates p<0.05 relative to no ara-C, error bars indicate standard errors.

To determine the impact of VPA treatment on ara-C cytotoxicity, we measured the viability of Meg-01 cells upon treatment with ara-C treatment along with increasing VPA concentrations using the Cell Titer-Blue viability assay. When simultaneously administered with ara-C, VPA at 0.5 and 1 mM significantly enhanced ara-C sensitivity (as reflected in decreased IC_50_s) by 1.6- and 2.7-fold, respectively (Figure 3C). The combined effects of ara-C with VPA on cell proliferation were clearly synergistic, as determined by standard isobologram analysis (Figure 3D) and by calculating CI values. A CI<1 (0.83 and 0.81 for the combination with 0.5 and 1.0 mM VPA, respectively), indicative of synergism, was calculated for each of the drug combinations. In addition, the combination of VPA and ara-C synergistically induced apoptosis as measured by flow cytometry with Annexin V-FITC/PI staining (Figure 3E). Exogenous expression of Bcl-xL in Meg-01 cells abrogated the enhancement of ara-C cytotoxicity by VPA and caused resistance to VPA or ara-C (Figure S1B& D)

### Identification of additional GATA1 target genes

In order to identify additional GATA1 target genes that may contribute to chemotherapy resistance, oligonucleotide microarray analyses on RNAs from the GATA1 5-13/4-14 clones and GATA1 Neg control were performed. 

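Meg-01 is an established human megakaryoblastic cell line. RNA from 2 Meg-01 clones that stably carry a GATA1 shRNA, GATA1 5-13 and GATA1 4-14, was co-hybridized with RNA from GATA1 Neg, a pool of cells infected with a negative control shRNA, on 2-colour Agilent whole human genome oligonucleotide arrays. Each of the 4 arrays compared 1 clone with GATA1 Neg, and the 2 arrays of a clone carried the dyes in opposite orientation. All 4 arrays lay on 1 slide. The deposited labels name Meg-01 as the source of the RNA, except for their extraction text, which names clones of CMK, another megakaryoblastic line; the samples were taken as Meg-01, as the paper states. The authors deposited the scanner output of Agilent Feature Extraction 9.5.3.1, which holds the brightness and the local background of each spot in both channels as intensities, together with that program's own log10 ratio. From the intensities, the background was corrected with normexp (offset 50), each array was normalized by loess, and the spots of a probe were averaged, after 135 to 152 of the 43376 spots per array marked as outliers had been left out. The offset makes fold changes of dim probes smaller than they were. Between 61.8% and 65.8% of the spots were well above background in the red channel and between 61.6% and 66.4% in the green channel, and 0 were saturated. The 2 arrays of a clone were averaged to 1 replicate, since the paper's text does not name separate RNA extracts for them, so that n = 2 clones, and this number limits the precision. The mean log2 ratio of knockdown over GATA1 Neg was tested against 0 with limma over the 40974 probes with a value on all 4 arrays. As GATA1 Neg RNA was on every array, the test leaves out the spread of the control itself. GATA1 (probe A_24_P374244, chromosome X from 48535797 to 48536559 of hg18) had log2 ratios of -0.21 and -0.34 on the 2 arrays of GATA1 5-13 and of -0.43 and -0.58 on those of GATA1 4-14, which leaves 82.7% and 70.6% of the level in GATA1 Neg. Its mean log2 ratio was -0.39 ± 0.16 (SD, n = 2 clones), lower on 4 of 4 arrays, with an adjusted p of 0.61 from limma with Benjamini-Hochberg adjustment. Of the alternatives tried, leaving out the background correction moved the log2 ratio most among those that keep both clones, to -0.32, and the adjusted p lay between 0.0027 for an error-weighted mean of the 4 arrays and 0.66 without the second array of GATA1 5-13. It was also under 0.05, at 0.049, with the 4 arrays taken as 4 separate values.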

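Across the 40974 probes, which are not independent of each other, the log2 ratios of the 2 arrays of GATA1 5-13 correlated with a Pearson's r of 0.81 and those of the 2 arrays of GATA1 4-14 with 0.64, with the dyes in opposite orientation. Arrays of different clones correlated with an r of 0.39 where both had the knockdown RNA in red and of 0.41 where both had it in green, and with 0.17 and 0.22 where the orientations differed. Averaging the 2 orientations of a clone removes what the dye adds alike to arrays of the same orientation. The averaged log2 ratios had an SD across probes of 0.287 in GATA1 5-13 and 0.202 in GATA1 4-14.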

Average log ratios, representing the differences in expression between the *GATA1* shRNA clones and the GATA1 Neg control, were derived for each array feature by combining replicate array data, using the error-weighted algorithm of Rosetta Resolver®. Differentially expressed genes were identified by their p-values, calculated with the Resolver error-model and the replicate data. 

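Averaged over the dye orientations, the log2 ratios of the 2 clones correlated across probes with a Pearson's r of 0.34 and a Spearman's rho of 0.22, and 56.5% of the probes had the same sign in both clones. Both clones were set against the same GATA1 Neg RNA, which makes their ratios alike even with no effect of the knockdown. In 100 simulations of unchanged clones that share 1 control and vary as much as that control, r was 0.48 and 66.6% of the probes had the same sign; with the SD of the control at 0.5 of that, r was 0.12. Resolver takes the error of a probe from its error model and the replicate arrays, while limma, as used here, takes it from the difference between the clones. An error-weighted mean of the 4 Feature Extraction log ratios, with that program's own errors and a normal p, was computed as an approximation of the combination by Resolver, which was not used here.

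**Figure D1:**
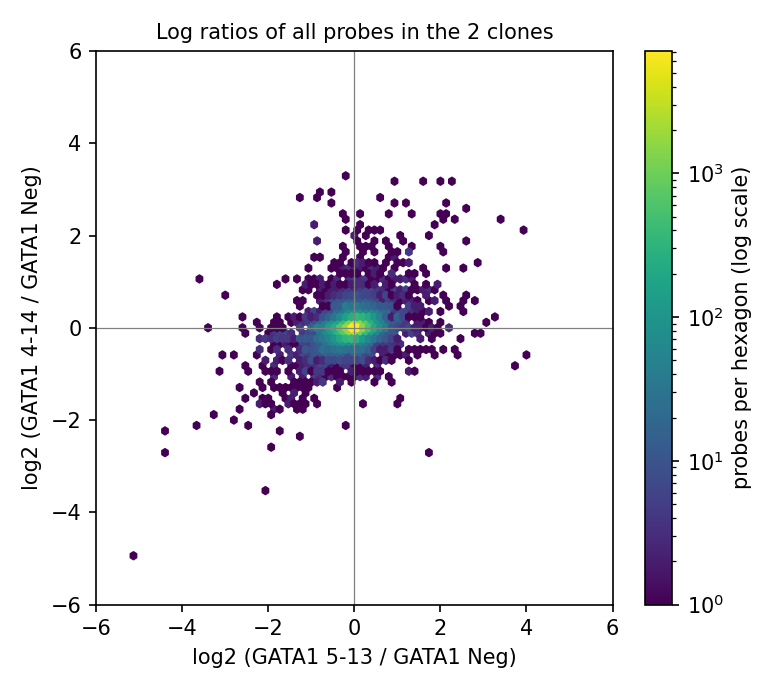
Log2 ratio of each of the 40974 probes in GATA1 5-13 over GATA1 Neg (horizontal axis) and in GATA1 4-14 over GATA1 Neg (vertical axis), each the mean of 2 dye-swapped arrays, with the number of probes per hexagon in colour on a log scale. Most probes lie near 0 in both clones, and the probe farthest to the lower left is that of DB090170.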

Using a p-value ≤ 0.005 as cutoff, 3210 differentially expressed features (probes) were identified, with a false discovery rate of 6.4%. Of these, 1521 were down regulated in the knockdown clones, while 1689 were upregulated. 

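At an unadjusted p of at most 0.005 from limma on the 2 clones, 369 of the 40974 probes differed from GATA1 Neg, where 205 are expected by chance, an estimated false discovery rate of 55.5%. The 205 take the clones as independent. As both share the GATA1 Neg RNA, more may pass with no effect of the knockdown, so that 55.5% may be too low. After Benjamini-Hochberg adjustment 0 probes were lower and 0 higher at 0.05; at an unadjusted p under 0.05 limma gave 1655 lower and 1386 higher probes. The error-weighted mean, tried as an alternative, gave 3541 probes at p of at most 0.005, an estimated false discovery rate of 5.79%, and 1770 lower and 1652 higher probes after adjustment. The paper took the probes past its p-value cutoff as differentially expressed in the knockdown clones.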

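Of the probes past 0.005 in limma, 235 were lower and 134 were higher in the knockdown clones, and all but 1 of them, 234 and 134, were also called by the error-weighted mean, which had 1825 lower and 1716 higher probes. With Feature Extraction's own log ratios in the same test, 134 were lower and 118 higher, a share of 53.2% lower against 63.7%. A log2 ratio below -1 on all 4 arrays was seen for 57 probes and one above 1 for 36. Among probes past 0.005 with the same sign on all 4 arrays and well above background in the brighter RNA, ranked by the fitted mean log2 ratio, the largest fall was that of DB090170 (probe A_32_P203066, chromosome X from 115711115 to 115711174 of hg18). Its knockdown RNA was not well above background on any array, so that it was at least 28.4-fold lower (adjusted p = 0.17 from limma, lower in 2 of 2 clones; over the alternatives between 1.4e-82 with the error-weighted mean and 0.57 without background correction). Such bounds set the brighter RNA, after loess and Aquantile normalization per channel, against the higher of the dim probe's own signal and the lowest signal of a probe well above background. The next were MS4A3 with a mean log2 ratio of -2.36, PHLDB2 at least 4.38-fold lower, NLRC3 with -2.23 and VCY with -2.22. The largest rises in this ranking were those of RP13-36C9.6 (now CT45A5) with a mean log2 ratio of 2.87, SAGE1 with 2.73, GABRA5 with 2.63, SH3D19 with 2.59 and VCX2 with 2.39. A bound has no upper limit, so that probes with only a bound, such as that of AY358815 at least 4.42-fold higher over both clones, cannot be placed below these. VCY, VCX2 and CT45A5 belong to families of near-identical genes whose RNA can bind the same probe. Of the 87 probes of genes named by the paper or for the size of their change, 0 passed an adjusted p of 0.05 in limma on the 2 clones, while 50 did with the error-weighted mean and 39 with the 4 arrays taken as 4 separate values.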

Validation of the microarray results was performed using real-time RT-PCR and separate RNA samples from the Meg-01 stable clones. As shown in Figure 4A-B, real-time RT-PCR was able to validate both up- and down-regulated genes. A full list of differentially expressed probes can be found in Tables S2 and S3. 

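The probes of Tables S2 to S6 and Table 1 were chosen by the paper on these same arrays. Their directions here are therefore no independent test of the paper's lists. Of the 1521 probes of Table S2, 1518 had a mean log2 ratio below 0, 1511 were lower in both clones and 1418 on all 4 arrays. Their median log2 ratio was -0.32, -0.34 in GATA1 5-13 and -0.30 in GATA1 4-14, and the median of the paper's values is -0.41 on the log2 scale. At p of at most 0.005, limma called 233 of them and the error-weighted mean 943. Of the 1512 with a chromosome position, 102 lie on chromosome 21, 6.75% against 1.19% of the 40440 positioned probes of the array. For Table S3, 1688 of the paper's 1689 probes were at hand, of which 1686 had a value. Of these, 1675 had a mean log2 ratio above 0, 1517 were higher in both clones and 1351 on all 4 arrays, with a median of 0.29 against 0.45 for the paper's values. Limma called 133 of them at that cutoff and the error-weighted mean 1053. Across probes, the paper's log2 values correlated with the mean of the clones with an r of 0.76 in Table S2 and 0.58 in Table S3, and with the error-weighted mean with 0.96 and 0.97.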

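The 45 probes that Table S4 lists under cell division and cell death were all lower in the mean of the 2 clones, 44 of them in both clones, with a median log2 ratio of -0.37 in GATA1 5-13 and -0.31 in GATA1 4-14. The copy of Table S5 at hand holds 151 probes, of which 45 are those of Table S4. Of its other 106 probes, which the paper gives as higher, 105 were higher in the mean and 89 in both clones, with a median of 0.46 in GATA1 5-13 and 0.26 in GATA1 4-14. A list of 75 histone genes on the array had a median log2 ratio of 0.48 in GATA1 5-13 and of -0.0010 in GATA1 4-14. Limma's camera test of this list with a preset correlation gave an adjusted p of 1.2e-04 over 4 lists, with 34 of the genes higher in both clones, while the fry test of the same list gave 0.76. Over the other alternatives the adjusted p of the camera test lay between 1.6e-07 without the second array of GATA1 4-14 and 0.75 with Feature Extraction's log ratios, and it was 0.15 without background correction. Adjusted over the list alone, 0 of the histone genes passed 0.05, and over all genes tested 0 as well. The enrichment analysis by DAVID was not repeated here.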

Interestingly, the down-regulated genes were significantly enriched for genes involved in regulating cell division and cell death, and a large number of the upregulated genes were associated with chromatin assembly and organization (Tables S4 and S5, respectively), as determined by DAVID gene functional annotation analysis [29,30].

**Figure 4:**
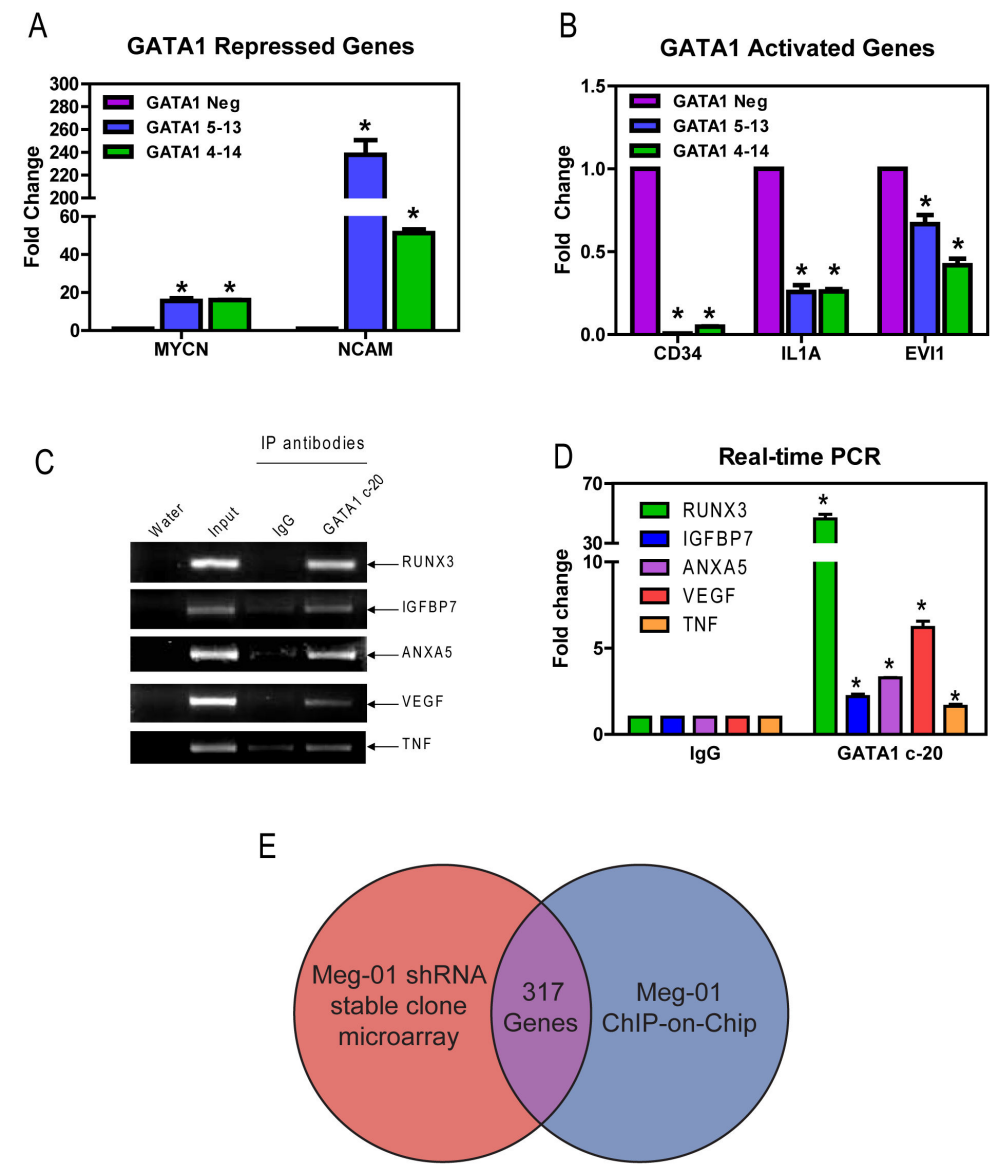
Identification of additional GATA1 target genes. **A** and **B**: Oligonucleotide microarray analysis was performed with RNA samples form the Meg-01 shRNA stable clones and the results were validated by real-time RT-PCR using Taqman probes. GATA1-repressed (panel A) and GATA1-activated (panel B) transcript levels for MYCN, NCAM1, CD34, ILA1, and EVI1 are expressed as mean values from three independent experiments and normalized to GAPDH. **C** and **D**: ChIP-on-Chip array analysis was performed in Meg-01 cells and the results were validated by PCR (panel C) and real-time PCR (panel D) using primers against each region (Table S1). **E**: Overlapping genes between oligonucleotide microarray and ChIP-on-Chip array were identified by cross-reference of the two sets of data using GenBank accession numbers.

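MYCN (probe A_24_P94402, chromosome 2 from 16004218 to 16004277 of hg18) was not well above background in GATA1 Neg on any array, so that its rise has only a bound, at least 1.22-fold in GATA1 5-13 and at least 4.05-fold in GATA1 4-14. Its mean log2 ratio was 1.18 ± 1.27 (SD, n = 2 clones; adjusted p = 0.70 from limma), with the SD of the fitted values larger than their mean. A second MYCN probe, A_23_P303390, which was above background on all arrays, had log2 ratios of 0.16 in GATA1 5-13 and -0.02 in GATA1 4-14. IL1A (probe A_23_P72096, chromosome 2 from 113248833 to 113248892) had a log2 ratio of -1.22 in GATA1 4-14 and was at least 3.63-fold lower in GATA1 5-13, where the knockdown RNA was not well above background (adjusted p = 0.56 from limma, lower on 4 of 4 arrays). With the error-weighted mean the adjusted p were 3.9e-23 for MYCN and 5.1e-43 for IL1A, and the highest over the alternatives were 0.80 and 0.66.

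**Figure D2:**
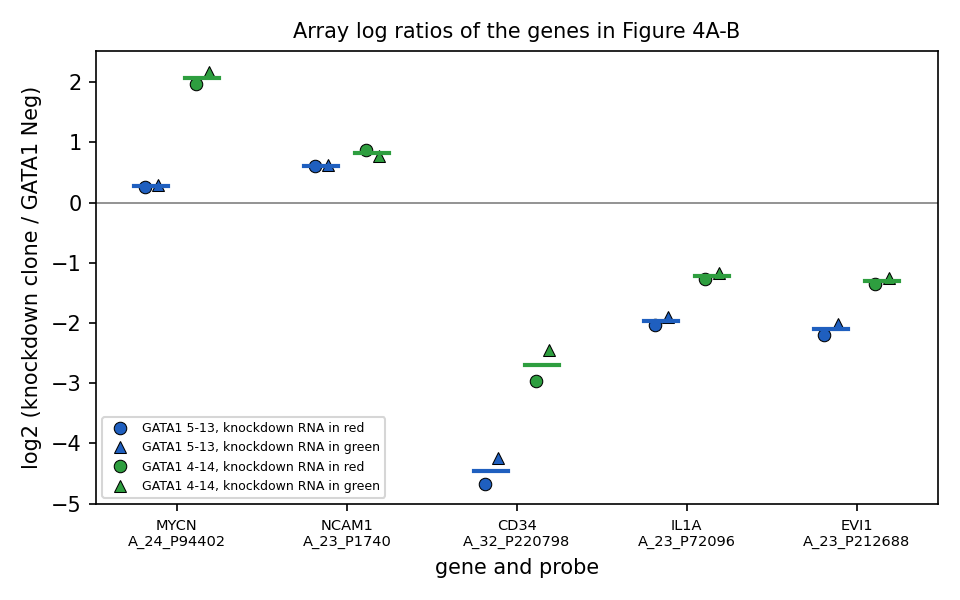
Log2 ratio of knockdown clone over GATA1 Neg (vertical axis) on each of the 4 arrays for 1 probe each of MYCN, NCAM1, CD34, IL1A and EVI1 (horizontal axis), with circles for knockdown RNA in red, triangles for knockdown RNA in green and lines for the mean of a clone. The 2 dye orientations of a clone lie close together, and the fitted values of the clones lie furthest apart for MYCN, at 0.28 and 2.08, and CD34, at -4.45 and -2.70; the fitted values of probes that were not well above background are drawn as they are.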

The above oligonucleotide microarray experiment detected both direct and indirect GATA1 target genes in Meg-01 cells. To identify direct targets of GATA1 among the oligonucleotide microarray gene list, a ChIP-on-Chip experiment was performed. Validation of the ChIP-on-Chip analyses was performed using both regular PCR and real-time RT-PCR (Figure 4C-D). The gene accession numbers associated with ChIP-on-Chip peaks (described in methods) were compared to the accession numbers for the 3210 differentially expressed genes in the GATA1 knockdown clones. 

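Table S6 lists 357 probes with 317 distinct accession numbers. The array probes behind them are 152 of Table S2 and 205 of Table S3. As the paper called these on the same arrays, their directions here give no independent test. All 152 were lower in both clones, 141 of them on all 4 arrays, with a median log2 ratio of -0.33. Of the 205, 202 were higher in the mean of the clones and 186 in both, with a median of 0.31; 12 were higher in GATA1 5-13 only and 7 in GATA1 4-14 only. In limma 31 of the lower and 20 of the higher probes had an unadjusted p of at most 0.005, and 0 passed the adjusted threshold, while the error-weighted mean called 98 and 132. The ChIP-on-chip data were not analysed here.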

The cross-referencing produced a list of 317 common genes (Figure 4E Table S6) which is likely to be highly enriched for *bona fide* GATA1 target genes. Interestingly, there were many genes in this overlapping group that were found by DAVID ontology analysis to be associated with either regulation of cell death, cell cycle, or proliferation (Table 1.).

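Table 1 gives 45 genes, each matched to its probe in Table S6. These probes, too, were called on the same arrays, so that an agreement in direction is no independent test. By the fitted log2 ratios, all 16 genes given as lower were lower in both clones, and 28 of the 29 given as higher were higher in both. A probe not well above background in either RNA gives no fold and no direction, for example that of CDH1 on all arrays and that of BMF in GATA1 4-14. BMF, the gene not among the 28, had a log2 ratio of 0.21 in GATA1 5-13. Ranked by the fitted mean log2 ratio, the largest falls were those of KDR, RBP4 and MAL. PDE3A, at least 1.43-fold lower over both clones, and TCF8, at least 1.49-fold lower in GATA1 5-13, have only these bounds there and cannot be placed below them. KDR was at least 4.33-fold lower in GATA1 5-13, where its knockdown RNA was not well above background, and had a log2 ratio of -1.21 in GATA1 4-14 (adjusted p = 0.56 from limma). RBP4 had a log2 ratio of -0.73 in GATA1 5-13, where its knockdown RNA was above background on 1 of the 2 arrays, and was at least 1.72-fold lower in GATA1 4-14 (adjusted p = 0.43 from limma). MAL had log2 ratios of -1.03 in GATA1 5-13, likewise above background on 1 of the 2 arrays in the knockdown RNA, and -0.51 in GATA1 4-14 (adjusted p = 0.60 from limma). The largest rises by the same measure were those of EDNRB, MYCN and GSTP1, while IL2RA, which has only a bound in 1 clone, cannot be placed below them. EDNRB had log2 ratios of 1.62 and 0.93 in the 2 clones (adjusted p = 0.56 from limma), and GSTP1 rose by 0.23 on the log2 scale in GATA1 5-13 and by 1.11 in GATA1 4-14 (adjusted p = 0.68 from limma). With the error-weighted mean, the adjusted p of KDR, RBP4, MAL, EDNRB and GSTP1 lay between 1.3e-41 for KDR and 5.5e-08 for GSTP1, and the highest over the alternatives was 0.78 for GSTP1. The medians of the fitted log2 ratios were -0.42 over the genes given as lower and 0.26 over those given as higher. From the cross-referencing with the ChIP-on-chip regions, the paper proposes that the overlapping genes are enriched for direct targets of GATA1, and by DAVID ontology analysis it links many of them to cell death, cell cycle or proliferation.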

**Table 1:** Overlapping genes associated with cell-cycle, apoptosis, or proliferation.

Accession Code	Name	Fold Change	P-value
NM_006744	RBP4	-3.116	8.89E-16
NM_002253	KDR	-3.081	1.14E-41
NM_000921	PDE3A	-2.489	7.30E-09
NM_030751	TCF8	-2.144	3.70E-03
NM_002371	MAL	-1.911	2.68E-15
NM_021120	DLG3	-1.749	1.02E-07
NM_000459	TEK	-1.464	1.42E-15
NM_001005333	MAGED1	-1.403	5.35E-18
NM_003879	CFLAR	-1.336	1.33E-06
NM_000061	BTK	-1.290	2.70E-03
NM_003292	TPR	-1.274	3.94E-06
NM_001204	BMPR2	-1.242	2.39E-11
NM_004360	CDH1	-1.216	1.50E-03
NM_001154	ANXA5	-1.195	9.00E-04
NM_001006	RPS3A	-1.174	4.08E-07
NM_001605	AARS	-1.125	2.30E-03
NM_138957	MAPK1	1.094	2.60E-03
NM_003318	TTK	1.120	1.20E-03
NM_016542	MST4	1.130	4.50E-03
NM_013239	PPP2R3B	1.146	1.00E-04
NM_003246	THBS1	1.151	4.00E-04
NM_001813	CENPE	1.151	3.50E-03
NM_014881	DCLRE1A	1.156	2.20E-03
NM_006729	DIAPH2	1.173	3.15E-06
NM_018451	CENPJ	1.187	1.00E-04
NM_000876	IGF2R	1.225	4.60E-03
NM_002710	PPP1CC	1.226	4.00E-04
NM_033031	CCNB3	1.236	1.00E-04
NM_032375	AKT1S1	1.247	3.47E-05
NM_000675	ADORA2A	1.247	4.00E-03
NM_019619	PARD3	1.266	1.50E-03
NM_138375	CABLES1	1.277	2.00E-04
NM_002291	LAMB1	1.285	3.59E-07
NM_001104	ACTN3	1.289	1.70E-03
NM_001003940	BMF	1.380	3.43E-05
NM_000599	IGFBP5	1.480	2.80E-03
NM_000600	IL6	1.604	7.75E-08
NM_003239	TGFB3	1.615	3.76E-05
NM_006006	ZBTB16	1.615	1.88E-07
NM_053056	CCND1	1.654	2.84E-08
NM_000852	GSTP1	1.802	7.00E-04
NM_006147	IRF6	1.917	7.00E-04
NM_000417	IL2RΑ	2.419	3.15E-08
NM_003991	EDNRB	2.662	5.31E-12
NM_005378	MYCN	4.948	2.10E-03

## Discussion

Despite progress in the treatment of AML, there are still AML subtypes such as AMKL that have a poor prognosis. Hence, studies examining the basis for the relative chemotherapy resistance of these subgroups may lead to improvements in therapy. The significantly higher cure rates of DS AMKL patients, who almost uniformly harbor somatic mutations in the *GATA1* gene, suggested that GATA1 may play a critical role in chemotherapy response and resistance [3,5–9]. This is also supported by studies which established an association between high expression levels of GATA1 and a poorer prognosis in adult AML [12,13]. This is particularly relevant to non-DS AMKL since overexpression of GATA1 in this AML subtype has been previously observed [11]. However, the molecular mechanism by which GATA1 confers chemotherapy resistance in AMKL remains unknown.

This study established that for patients whose leukemic blasts express high levels of GATA1, one potential mechanism of resistance involves overexpression of the anti-apoptotic protein Bcl-xL. A direct role for GATA1 in the expression of Bcl-xL was implicated by knocking down GATA1 in the megakaryocytic cell line, Meg-01. Upon knocking down GATA1, Bcl-xL expression was partially abrogated, accompanied by increased basal apoptosis and sensitivity to ara-C and DNR. Although this finding was not entirely unexpected, as the Bcl-2 family proteins are known to inhibit apoptosis and lead to chemotherapy resistance, and Bcl-xL has a well-documented role in the maintenance of the megakaryocyte lineage [31], it nonetheless suggests a potential target for patients with AMKL. The Bcl-2 family inhibitor GX15-070 is currently undergoing clinical trials (www.clinicaltrials.gov) and has shown single agent efficacy in leukemia patients [32,33].

Another potential approach to enhance the treatment of AML with high expression of GATA1 involves the use of HDAC inhibitors combined with standard chemotherapy regimens. While HDAC inhibitors are well known to exhibit modest anti-leukemic activity as single agents, preclinical work from our group has demonstrated their strong enhancement of standard agents [21,34]. In this study, we showed that VPA, an FDA approved anti-epileptic medicine that also acts as an HDAC inhibitor, was able to down-regulate GATA1 along with Bcl-xL, resulting in synergistic induction of apoptosis upon addition of ara-C. Changes in transcript levels post-VPA treatment did not account for the total differences in GATA1 protein seen in this study (Figure 3A-B), suggesting that VPA affects both the transcriptional and post-transcriptional regulation of GATA1. Current clinical trials are investigating the role of HDAC inhibitors as adjuvant therapy in many cancers, including pediatric AML (www.clinicaltrials.gov).

While Bcl-xL appears to be an important GATA1 target, it was of interest to identify additional genes that were regulated either directly or indirectly by GATA1. Using gene expression microarray analysis, we were able to identify over 3000 genes that were differentially expressed upon GATA1 knockdown including genes involved in regulating chromatin structure and cell death. By cross-referencing the differentially expressed genes with regions identified by ChIP-on-Chip, we were able to generate a list of 317 genes corresponding to *bona fide* GATA1 targets. In addition to those, other potentially important genes were identified. 

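DYRK1A (probe A_23_P211126, chromosome 21 from 37808948 to 37809007 of hg18) had a log2 ratio of -0.21 in the GATA1 5-13 clone and -0.27 in the GATA1 4-14 clone, a mean of -0.24 ± 0.04 (SD, n = 2 clones; adjusted p = 0.62 from limma), lower on 4 of 4 arrays. Over the genes of chromosome 21 as a whole, the median log2 ratio was -0.11 in GATA1 5-13 and -0.19 in GATA1 4-14. The other 3 probes named for DYRK1A were not well above background in the knockdown RNA on at least 3 of the 4 arrays, and their mean log2 ratios lay between -0.11 and 0.01. Probe A_32_P185361, named AL109784 on the array, was at least 1.24-fold lower in GATA1 5-13 and at least 1.19-fold lower in GATA1 4-14, as its knockdown RNA was not well above background.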

One such gene is DYRK1A, which encodes the dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A. This gene was recently identified as a driver of megakaryocytic leukemia in a mouse DS AMKL model [35]. Neural Cell Adhesion Molecule (NCAM), which was found to be repressed by GATA1, is associated with poorer prognosis in AML [36] and early death in pediatric AML patients [37]. 

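NCAM1 (probe A_23_P1740, chromosome 11 from 112608654 to 112608713 of hg18) was not well above background in GATA1 Neg on any array. It was at least 1.23-fold higher in GATA1 5-13, where 1 of the 2 arrays had the knockdown RNA above background, and at least 1.40-fold higher in GATA1 4-14, where both had (adjusted p = 0.50 from limma, higher on 4 of 4 arrays; over the alternatives between 1.0e-09 with the error-weighted mean and 0.57 without background correction). Probe A_23_P203053 of the same gene was below background in both RNAs and gives no fold. Probe A_23_P13137, which the array names by the transcript AY358815 and places from 112623833 to 112623893, was at least 4.15-fold higher in GATA1 5-13 and at least 4.70-fold higher in GATA1 4-14.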

Vascular endothelial growth factor (VEGF) was identified by the ChIP-on-ChIP to be a direct GATA1 target is indicative of poorer prognosis [38] and is also a potential therapeutic target in AML [39]. Both Evi1 and CD34 were found to be activated by GATA1 and could potentially contribute to the poorer outcome found in GATA1 overexpressing patients. 

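EVI1 (now part of MECOM, chromosome 3) had 4 probes on the array. Probe A_23_P212688, from 170289513 to 170289572 of hg18, had log2 ratios of -2.11 in GATA1 5-13, where its knockdown RNA was well above background on 1 of the 2 arrays, and -1.30 in GATA1 4-14 (mean -1.70 ± 0.57, SD, n = 2 clones; adjusted p = 0.56 from limma). The neighbouring probe A_23_P317324 was at least 3.17-fold lower in GATA1 5-13 and had a log2 ratio of -1.26 in GATA1 4-14. Probe A_24_P15154 was at least 1.41-fold and 1.34-fold lower in the 2 clones, and probe A_24_P153490 was at the background in nearly all channels. CD34 (probe A_32_P220798, chromosome 1 from 206126517 to 206126576) had log2 ratios of -4.45 in GATA1 5-13 and -2.70 in GATA1 4-14 (mean -3.58 ± 1.24, SD, n = 2 clones; adjusted p = 0.56 from limma), lower on 4 of 4 arrays by more than the difference between the clones. A second CD34 probe, A_23_P23829, was at least 3.83-fold lower in GATA1 5-13 and at least 3.09-fold lower in GATA1 4-14. Over the alternatives, the adjusted p lay between 1.2e-64 and 0.62 for CD34 and between 2.6e-45 and 0.63 for EVI1 A_23_P212688, the lowest with the error-weighted mean. The paper proposes that both genes, as targets that GATA1 activates, could contribute to the poorer outcome of patients whose blasts overexpress GATA1.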

Evi1 has been found to be epigenetically deregulated and associated with poor prognosis in AML [40]. CD34 is a well-established surface marker present on immature hematopoietic cells that despite having variable prognostic capacity in mixed AML backgrounds [41], is of prognostic significance within some subgroups [42,43]. Though not specifically investigated here, this may suggest a potential role for the reduction of GATA1 levels in the differentiation induced by HDAC inhibitors in AML cells [44].

In summary, in this study we were able to further clarify the role of GATA1 in AMKL. Blasts from patients with AMKL overexpressed GATA1 relative to those with other AML subtypes. The finding that GATA1 is able to bind and activate the *Bcl-x* promoter coupled with the high correlation between GATA1 expression and Bcl-xL transcript levels in primary patient samples offers a potential explanation for why AML patients with high GATA1 expression have been found to have poorer outcomes. Furthermore, treatment with the HDAC inhibitor, VPA, was shown to decrease both GATA1 and Bcl-xL expression in Meg-01 cells and sensitize them to treatment with ara-C. Finally, by combining gene expression microarray and ChIP-on-Chip analyses, we were able to identify additional GATA1 target genes to serve as a basis for future studies of both potential chemotherapeutic interventions and AMKL biology

## Supporting Information

Figure S1 Effect of GATA-1 knockdown on Bcl-2 and Mcl-1 expression and overexpression of Bcl-xL overcomes ara-C sensitivity resulting from GATA1 knockdown and conveys resistance to VPA. A Western blots demonstrating the impact of GATA-1 knockdown on Bcl-2 and Mcl-1 expression. 100µg of protein were loaded in each lane, with an excess of THP-1 lysate as a positive control (far right). B Western blots demonstrating overexpression of Bcl-xL in both the parental Meg-01 and Meg-01 4.14 cell lines. B–C Indicated cells were treated for 24 hours at the indicated drug dose and viability was determined using trypan blue exclusion. * indicates p < 0.05 compared to RFP or between indicated columns.
(PDF) Click here for additional data file.

Table S1 Summary of primers used for PCR validation of GATA1 ChIP on ChIP. (XLSX) Click here for additional data file.

Table S2 Probes with lower expression after GATA1 knockdown in Meg-01 cells. (XLSX) Click here for additional data file.

Table S3 Probes with higher expression after GATA1 knockdown in Meg-01 cells. (XLSX) Click here for additional data file.

Table S4 Genes associated with cell division and cell death. (XLSX) Click here for additional data file.

Table S5 Genes associated with chromatin assembly and organization. (XLSX) Click here for additional data file.

Table S6 Overlapping genes between ChIP-on-Chip and gene expression microarray. (XLSX) Click here for additional data file.

Methods S1 (DOCX) Click here for additional data file.

# Supplementary material for: Overexpression of GATA1 Confers Resistance to Chemotherapy in Acute Megakaryocytic Leukemia
**Source:** PLoS One. 2013 Jul 10;8(7):e68601. doi: 10.1371/journal.pone.0068601
**Supplement:** Methods S1

**Supplemental Methods**

***Production of Lentivirus Particles and Transduction***

The pMD-VSV-G and delta 8.2 plasmids were gifts from Dr. Dong at the Tulane University. The transfection was carried out by using Lipofectamine and Plus reagents (Life Technologies, Carlsbad, CA) according to the manufacturer’s instructions. Briefly, of RFP (red fluorescent protein) or Bcl-xL cDNA construct from Thermo Fisher Scientific Biosciences (Lafayette, CO), pMD-VSV-G and delta 8.2 were cotransfected into TLA-HEK293T cells and the culture medium was harvested 48 h post-transfection. 2x10^5^ cells were transduced overnight by adding 1 ml of virus supernatant and 4 µg of polybrene (Sigma-Aldrich). Cells were then triple washed and allowed to grow for 24-48 hours before addition of blasticidin for selection. Cells were selected for at least 7 days before being used for experiments. (Invivogen, San Diego, CA).

***Trypan Blue Exclusion Assay***

An aliquot of the indicated cells was mixed 1:1 with a 0.4% trypan blue solution (Sigma-Aldrich, St. Louis, MO) and allowed to incubate for 30 seconds. The mixture was loaded into a haemocytometer and total cell counts as well as trypan blue positive cell counts were made. Reported results are the percentage of the total cells that were trypan blue positive and represent the average of at least three independent counts.

How the deposited data were processed for this re-analysis (not part of the article)

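RNA from 2 Meg-01 clones with a stable GATA1 shRNA was hybridized against RNA from GATA1 Neg on 4 two-colour Agilent arrays, 2 per clone with the dyes in opposite orientation. The authors deposited the scanner output of each array, from Agilent Feature Extraction 9.5.3.1, with probe positions on hg18. The mean spot intensity and the median local background of both channels were deposited by the authors without background correction or normalization. The deposited log10 ratio of each spot was made by Feature Extraction from background-subtracted and dye-normalized signals, with low signals replaced by surrogate values, and has an error from that program's error model. The deposited p-value of each spot's log10 ratio came from the same error model on 1 array, and no result here rests on it. The value table that the authors deposited for the whole series was found to hold the same log10 ratios, turned to knockdown over control on every array, with a largest difference of 4.97e-06. Processed signals were not used here. The combination of the arrays by Rosetta Resolver and the enrichment analysis by DAVID could not be repeated and were not used here, and the ChIP-on-chip data were not analysed here.

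From the intensities, log2 ratios of knockdown over control were computed with limma 3.58.1 in R 4.3.3 (tables read with data.table 1.17.8), since the authors' deposited intensities are linear and not yet normalized. Normexp background correction used an offset of 50 and all 45015 spots of an array. Control spots were then left out, loess was run within each array, and spots with an outlier mark were left out after it. Saturated spots would have been kept, but there were 0. Spots of a probe were averaged, the sign was turned on the arrays with the knockdown RNA in green, and the 2 arrays of a clone were averaged to 1 replicate. The test was limma's moderated test of the mean of the 2 clones against 0, two-sided, with Benjamini-Hochberg adjustment over 40974 probes. Adjusted p was called at 0.05, and the paper's unadjusted p of 0.005 was used beside it. The false discovery rate at 0.005 was estimated as the number of probes expected by chance over the number called. That estimate leaves out the control RNA that the clones share. A clone alone is 1 replicate and its value has no test. No count of other splits of the samples applies to 2 clones against 1 control RNA. The number of arrays limits the precision, and the spread of GATA1 Neg itself was not measured. The array names are those of its design; 17061 of 18035 RefSeq accessions on the array, 94.6%, were matched to a current symbol through a RefSeq table of GRCh38.p14, which was used for names alone. Different probes of a gene were kept apart, except in the gene lists and chromosome regions, where probes of a gene were averaged.

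Arrays with the same replicate number share the dye orientation, and they correlated more across the clones (0.387 and 0.409) than arrays with different numbers (0.171 to 0.216). The fit with the replicate number as a block treats the 4 arrays as 4 values. Over 7 quality measures, no array lay apart from the others by Dixon's test (critical value 0.829).

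The genes named were every gene that the paper's text, Figure 4 or Table 1 names as measured on the arrays or as a target of GATA1, with all their probes, and the 5 probes with the largest rise and the 5 with the largest fall among those past the threshold, with the same sign on all 4 arrays and well above background in the channel of the brighter RNA. As 0 probes passed the adjusted threshold, the unadjusted one was used for this. Of Table 1, the genes against the paper's direction and the 3 largest changes each way were named. This rule, the main test, 4 gene lists (histone, interferon, megakaryocyte and erythroid genes; 150 entries, of which 4 histone entries are stems that stand for all array names starting with them), and the alternatives listed next were fixed before the data were examined. The lists were tested with camera at a preset correlation of 0.01 and with fry.

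The alternatives were no background correction, Feature Extraction's log ratios, the series-wide values, median centring in place of loess, Aquantile between arrays, a filter on dim probes, outlier spots kept, an intensity trend in the moderation, the 4 arrays as 4 values with and without a replicate block, an error-weighted mean, fry in place of camera, and each array and each clone left out. The error-weighted mean combines the 4 Feature Extraction log ratios by their errors with a normal p, and approximates the paper's error-weighted algorithm without being it.

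The tests were tried on simulated arrays with 41000 probes of which 200 were changed. Limma on 2 clones recovered 178 of them after adjustment, and called 34 unchanged probes. The error-weighted mean recovered 200 and called 5996 unchanged probes after adjustment, the 4 arrays without a block recovered 195 and called 624, and the replicate block recovered 192 and called 198. The spread between the simulated clones was drawn from the prior that limma estimated on these arrays, and the errors given to the error-weighted mean were the same for every probe, so the simulation favours limma by its construction and is no fair ranking of the methods. An earlier version of the simulation, with 1 spread for all probes, was replaced by this one, and the limits for passing were set again with it.

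Chromosome regions used the mean over probes of each of 17169 genes with a probe well above background. Neighbouring genes were compared with 1000 shuffles of the gene order, and region medians with 10000 random sets of as many genes. The copy of Table S3 at hand holds 1688 of 1689 probes, so no overlap or set test was run on it.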

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

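The test of the clone difference between dye orientations was chosen after the result was seen; the comparison among probes well above background was not. Each of 4 probes was past 1 on the log2 scale in one direction on both arrays of GATA1 5-13 and in the other direction on both arrays of GATA1 4-14. With 1 replicate per clone, these differences were not tested.

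NAP1L3 (probe A_23_P125717, chromosome X from 92813153 to 92813212 of hg18) had a log2 ratio of 1.07 in GATA1 4-14 and was at least 2.91-fold lower in GATA1 5-13, where the knockdown RNA was not well above background; the fitted difference, GATA1 5-13 minus GATA1 4-14, was -2.68. SET (probe A_23_P217015, chromosome 9 from 130495062 to 130495777) had log2 ratios of -1.10 and 1.06, a difference of -2.16, with both RNAs above background on all 4 arrays. Another SET probe, A_24_P917866, also above background on all arrays, had 0.05 and 0.08, so that the SET difference is not shared by both probes. EPB41L3 (probe A_23_P4536, chromosome 18 from 5383392 to 5383451) had a log2 ratio of 1.73 in GATA1 5-13 and was at least 6.47-fold lower in GATA1 4-14, a fitted difference of 4.47. It rose although it lies in the first 10 Mb of chromosome 18, whose genes had a median log2 ratio of -0.48 in GATA1 5-13. CR615016 (probe A_32_P169406, chromosome 12 from 52812598 to 52812657) had log2 ratios of -1.26 in GATA1 5-13, where 1 of the 2 arrays had the knockdown RNA above background, and 2.76 in GATA1 4-14, a difference of -4.02. The paper's fold changes for the combined clones were 2.47 for NAP1L3 and 3.62 for EPB41L3.

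Dye bias as the cause of the differences between the clones is argued against by their recurrence: across probes, the difference measured with the knockdown RNA in red correlated with that measured in green at r = 0.908. Noise of dim probes is argued against over the array as a whole, where r between the clones was 0.362 among the 23803 probes well above background in both channels on all arrays, close to that over all probes. What stays open for the 4 probes is a difference between single cells from which the clones were grown, a sequence variant or another transcript under 1 probe, and a different response to the shRNA. No biological explanation was tested for them.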

How the results depend on the processing

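The fit with the clone as a random block, the tests of chromosome regions and the set of regions were chosen after the results had been seen. The fit with the clone as a random block and the dye orientation as a term could not be fitted, so that block was run without the dye. Slide and scan as a block were not run, as there was 1 slide and 1 scan. The Aquantile step changes only brightness and leaves every ratio as it was, so it says nothing about stability.

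Past an adjusted p of 0.05, limma on the 2 clones gave 0 lower and 0 higher probes, also without background correction, with Feature Extraction's log ratios, with the series-wide values, with median centring and with outlier spots kept. It gave 1 lower probe, that of DB090170, with the filter on dim probes (adjusted p = 0.024), where fewer probes were tested, and with an intensity trend (0.020). With each array left out in turn the number of lower probes was 0 to 1, the 1 being DB090170 without the first array of GATA1 5-13 (0.037) or without the second of GATA1 4-14 (0.034), and the number of higher probes was 0. At an unadjusted p of at most 0.005, 235 lower and 134 higher probes became 148 and 101 without background correction, of which 90 and 50 were shared, and 134 and 118 with Feature Extraction's log ratios or the series-wide values, of which 48 and 34 were shared; the cause was not tested. These counts were 223 to 284 lower and 151 to 165 higher with each array left out.

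The counts were higher with the 4 arrays taken as 4 values and with the error-weighted mean. The former counts the 2 dye-swapped arrays of a clone as separate replicates, and the latter holds no spread between the clones. In the simulation, which favours limma on the 2 clones, 4 arrays without a block called 624 unchanged probes after adjustment, against 34. How much of the rise on the real arrays comes from this was not tested. With the replicate number as a block, limma gave 167 lower and 102 higher probes after adjustment, and 1021 and 754 at 0.005. Without a block these were 734 and 504, and 1237 and 971. With the clone as a random block, added after seeing the data (consensus correlation 0.237), they were 507 and 324, and 1038 and 760. The error-weighted mean, which takes its errors from each array and not from the clones, gave 1770 and 1652, and 1825 and 1716.

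The histone list had a median log2 ratio of 0.25 past the threshold of the camera test. It fell short of it at 0.16 without background correction (adjusted p = 0.15) and at 0.31 with Feature Extraction's log ratios or the series-wide values (0.75); the cause was not tested. It also fell short at 0.25 with fry (0.76), which takes the spread of the list from the clones and has 1 degree of freedom for it, and so little power. The range with each array left out was 0.20 to 0.27. The erythroid list, at -0.059 and an adjusted p of 0.0496, lost its call in most alternatives: at -0.038 without background correction (0.42), -0.057 with Feature Extraction's log ratios or the series-wide values (0.75), -0.062 with the filter on dim probes (0.082), -0.059 with the replicate block (0.068) and -0.059 with fry (0.76). With each array left out it was -0.066 to -0.051, and lost its call without the second array of GATA1 5-13 (0.086) or of GATA1 4-14 (0.13); the cause was not tested. The replicate block changed no other call of a list. The correlation of the clones, 0.34, was 0.38 with the filter on dim probes and 0.29 to 0.33 with each array left out, the lowest without the second array of GATA1 4-14.

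Of the log2 ratios of the 87 named probes under the alternatives, 1384 kept their direction and, where there was a test, their side of the threshold. This count overstates stability. It holds 81 values without GATA1 5-13 and 83 without GATA1 4-14, where there was no test and only a change of sign could count. It also holds 87 Aquantile values, which cannot change, and 83 series-wide values, which repeat those of Feature Extraction. Past the threshold came 50 with the error-weighted mean, 39 without a block, 30 with the random block, 15 with the replicate block, and 1 each, DB090170, in the 4 settings named for it. The sign changed 31 times, in 12 probes: 10 times with 1 clone left out and 21 times in 7 probes under the other alternatives, all 7 with mean log2 ratios near 0 and past the threshold in no alternative; the cause was not tested. Of the other 5, IGFBP7 passed it with the error-weighted mean (adjusted p = 0.0015). BCL2L1 A_24_P100130, 0.027 on the 2 clones, was -0.000404 without background correction, -0.031 with Feature Extraction's log ratios or the series-wide values and -0.012 with the error-weighted mean. DYRK1A A_24_P322753, 0.011, was -0.0046, -0.013 and -0.115 in the same settings. DYRK1A A_32_P852607, 0.0079, was -0.037 with Feature Extraction's log ratios or the series-wide values and -0.032 with median centring. VEGFA A_24_P179400, 0.022, was -0.0047 with Feature Extraction's log ratios or the series-wide values. With an array or a clone left out, BCL2 A_23_P208132 lay between -0.044 and 0.032, BCL2L1 A_23_P210886 between -0.016 and 0.043, DYRK1A A_24_P322753 between -0.021 and 0.044, DYRK1A A_32_P852607 between -0.051 and 0.067, TNF A_24_P50759 between -0.051 and 0.011, TNF A_23_P376488 between -0.0015 and 0.069, BMF between -0.072 and 0.21, MYCN A_23_P303390 between -0.019 and 0.16, MCL1 A_24_P336759 between -0.067 and 0.39, IGFBP7 between -1.18 and 0.19 and VEGFA A_24_P179400 between -0.081 and 0.12.

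Signal over background limits the fold changes. Between 34.2% and 38.2% of the spots were not well above background in the red channel, and for such probes only a bound can be given. Medians of the chromosome regions moved by more than the spread in 5 of 8 values without background correction, 3 with Feature Extraction's log ratios and 4 with median centring, all with the same sign where the median was past all random sets.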

Differences from the paper's values

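The fit with the clone as a random block was chosen after the values had been seen; all other alternatives below were set before the data were examined. A fold change was taken to differ where it lay from the paper's by more than the SD of the 2 clones on the log2 scale, which counts small gaps of probes whose clones were close. This rule was fixed after the differences by it and by a rule that also asked for 1.5 times had been counted, and a bound in 1 clone was taken as a lower bound after the values had been seen.

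The paper gives 3210 probes at a p of at most 0.005, and limma on the 2 clones gave 369. The alternatives within 1.5 times of the paper's number were the error-weighted mean, with 3541, and the 4 arrays without a block, with 2208; the others were not. Of the lower probes the paper gives 1521 and limma gave 235, and the alternatives within 1.5 times were the error-weighted mean with 1825, no block with 1237 and the replicate block with 1021; the random block, chosen after seeing the values, gave 1038. The others were not. Of the higher probes the paper gives 1689 and limma gave 134, and of the alternatives the error-weighted mean, with 1716, was within 1.5 times and the others were not. The paper's false discovery rate is 6.4% and the one estimated here 55.5%; the error-weighted mean, with 5.79%, and no block, with 9.28%, were within 1.5 times and the others were not. The paper calls 3210 probes, and of those at hand from its Tables S2 and S3 the error-weighted mean called 943 and 1053.

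By real-time RT-PCR, the paper gives 25% of the GATA1 transcript left in the clones. On the arrays 76.4% was left in the mean of both, with no alternative that brings the values together. The paper's own array fold change for GATA1 probe A_24_P374244 is -1.34, and the one found here was -1.31. The gap therefore lies between real-time RT-PCR and the arrays, and not between the paper's array value and the one here.

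Of 67 fold changes of named probes, called by the paper on these same arrays, 67 had the direction of the paper's. For 16 of them a clone or both gave only a bound, so that the value over both clones is a lower bound. Of these bounds, 0 exceeded the paper's fold by more than 1.5 times, but a bound below that fold cannot show a difference. The fitted fold was 1.65 against the paper's 7.00 for NCAM1 A_23_P1740, and -3.20 against -3.08 for KDR. CDH1 in both clones and BMF in GATA1 4-14 were not well above background in either RNA and were not compared. Among the fold changes without a bound, 13 differed, of which 0 by more than 1.5 times. In what follows the paper's fold change comes before the one found here, with a minus sign for a fall. Of these, 9 came within the SD of the clones with Feature Extraction's log ratios, with the series-wide values and with the error-weighted mean. They were ACTN3 with the paper's 1.289 and 1.08 here, ADORA2A with 1.247 and 1.08, CCND1 with 1.654 and 1.46, DLG3 with -1.749 and -1.50, GABRA5 with 6.7619 and 6.17, IGFBP5 with 1.48 and 1.28, PPP1CC with 1.226 and 1.12, TGFB3 with 1.615 and 1.29, and THBS1 with 1.151 and 1.11. With an array left out the SD was that of the values left, and with a clone left out that of both clones. CCND1, DLG3, IGFBP5 and PPP1CC also came within it without the second array of GATA1 5-13, PPP1CC without the second of GATA1 4-14, and CCND1 and IGFBP5 without GATA1 4-14; the other alternatives brought none of the 9 within it. BMPR2, with the paper's -1.242 and -1.22 here, came within the SD with the same 3 alternatives, with median centring, without either array of GATA1 5-13, without the second of GATA1 4-14 and without GATA1 5-13, and not with the others. The remaining 3 came within it only with an array or a clone left out. CABLES1, with the paper's 1.277 and 1.36 here, did so without the second array of GATA1 5-13, without either array of GATA1 4-14 and without GATA1 4-14. LAMB1, with 1.285 and 1.32, did so without either array of GATA1 5-13 or the second of GATA1 4-14, and TEK, with -1.464 and -1.41, without the second of GATA1 4-14.

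In Fig. 2C, read by eye, the paper's real-time RT-PCR has the Bcl-xL transcript of BCL2L1 at about 53% of GATA1 Neg in GATA1 5-13 and at about 26% in GATA1 4-14. On the arrays probe A_23_P210886 was at 103% and 98.9%, and no alternative with a value per clone brings the values together. In Fig. 4B, read by eye, the paper has EVI1 at about 67% in GATA1 5-13, where probe A_23_P212688 was at 23.2%, and of the alternatives no background correction (51.5%) was within 1.5 times and the others were not. The paper has IL1A in GATA1 4-14 at about 26% in Fig. 4B, read by eye, where the array value was 43.0%; Feature Extraction's log ratios and the series-wide values (28.1%) were within 1.5 times and the others were not. The paper has CD34 in GATA1 4-14 at about 5% in Fig. 4B, read by eye, where the array value was 15.3%, and no alternative with a value per clone was within 1.5 times.

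In Fig. 4B the paper shows EVI1 lower in GATA1 4-14 than in GATA1 5-13, while probe A_23_P212688 had log2 ratios of -1.30 in GATA1 4-14 and -2.11 in GATA1 5-13, where its knockdown RNA was above background on 1 of the 2 arrays. The paper states that GATA1 activates Bcl-xL, the long splice form of the gene, from real-time RT-PCR, Western blot, ChIP and a reporter assay. The BCL2L1 probe above background had log2 ratios of 0.04 in GATA1 5-13 and -0.02 in GATA1 4-14. Whether it separates Bcl-xL from other transcripts of the gene was not tested, and it does not bear on the protein, ChIP or reporter evidence. Of the probes of Table S2, which the paper gives as lower, 1518 of 1521 were lower in the mean of the clones, and of Table S3, given as higher, 1675 of 1686. Both tables were drawn from these same arrays, so these counts are no independent test. Against the paper were CT45-1 in Table S2, with a mean log2 ratio of 1.48 made of 3.76 in GATA1 5-13 and -0.81 in GATA1 4-14, and SPON1 in Table S3, with -1.30 made of -3.61, where the knockdown RNA was above background on 1 of 2 arrays, and 1.01. CT45-1 belongs to a family of near-identical genes. The other 12 were LOC644776, SIX4, both GPC6 probes, EPB41L3, NAP1L3, LYZ, PHC2, CTNND2, AF305825, ITPR3 and SELP, among which the mean log2 ratio was farthest from 0 for a GPC6 probe, at -1.10; LOC644776 and SELP were not well above background in nearly all channels. The error-weighted mean had the paper's sign for SPON1, at 0.053, EPB41L3, NAP1L3, 1 GPC6 probe, CTNND2, AF305825, ITPR3 and SELP, and not for CT45-1, at 0.20, or the others.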

Other observations

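The tests chosen only after the results were seen were those of dye bias, of a wrong clone label, of a property of the probes, of a few strongly changed genes, of GATA1 acting alike in both clones, of copies of a chromosome, and of the control pool; the regions themselves were also picked after the medians along the chromosomes were seen.

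The 2 clones shared only part of their changes. A log2 ratio beyond 1 on both arrays was seen for 469 probes in GATA1 5-13 and 228 in GATA1 4-14; for 227 and 71 of these the other clone stayed within 0.5 on both of its arrays. A wrong clone label on 1 array is argued against, as the lower correlation between the 2 arrays of a clone, 0.641, exceeds the highest across clones, 0.409. Along the chromosomes, the difference between the clones was alike in adjacent genes: over 17169 genes the correlation of neighbours was 0.178, against 0.0025 to 0.049 in 1000 shuffles of the gene order (p = 0.001, the smallest they can give). The same correlation was 0.219 in GATA1 5-13 alone and 0.128 in GATA1 4-14 alone. Changes over whole chromosome regions may therefore account for part of the difference. Genes were kept apart by their array names, so that different names at 1 locus count as neighbours. What this adds to the correlation was not tested. The regions described below are argued against as the whole of it, since with their 3445 probes left out the correlation of the clones was 0.355, below that between arrays of a clone. Neighbours then still correlated at 0.126, against at most 0.030 in the shuffles, so that changes over other regions stay open.

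The genes of the first 120 Mb of chromosome 1, about the extent of its short arm, were lower in GATA1 5-13. Over 919 genes the median log2 ratio was -0.314, which is 80.5% of GATA1 Neg, and 88.1% of the genes were lower, while 0 of 10000 random sets of genes had a median as low. Dye bias is argued against by -0.311 in the orientation with the smaller fall, and a property of the probes by -0.0016 in GATA1 4-14. Normalization or background correction as the whole of it is argued against by medians between -0.336 and -0.236 over the alternatives, and a few strongly changed genes by the share of 88.1%. An effect of the GATA1 knockdown alike in both clones is argued against by a median difference between the clones of -0.323. A candidate explanation is a loss of copies of this arm in GATA1 5-13, with which the median of -0.020 over 797 genes of the rest of the chromosome is in line; this is a hypothesis, as DNA was not analysed here. If RNA followed copies, the loss of 1 of 2, 3, 4 or 5 copies would give log2 ratios of -1, -0.58, -0.42 or -0.32, of which the medians over the alternatives reach the last alone; the number of copies in these cells was not measured. Of the 2726 probes lower in GATA1 5-13 alone, 671 lie in this region, 24.6% against 5.26% of the array, while 14 of 574 lower in GATA1 4-14 alone do. RUNX3, which lies in it, had a log2 ratio of -1.02 in GATA1 5-13 and -0.14 in GATA1 4-14. Lower medians in GATA1 5-13 were also seen over the first 10 Mb of chromosome 18 (-0.477 over 40 genes, -0.010 in GATA1 4-14) and the first 50 Mb of chromosome 8 (-0.137 over 249 genes, 0.067 in GATA1 4-14), for which no explanation was tested.

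The genes of chromosome 21 were lower in both clones, with a median log2 ratio over 173 genes of -0.106 in GATA1 5-13 and -0.193 in GATA1 4-14, and 0 of 10000 random sets as low in either. Dye bias is argued against by -0.111 on the array with the smallest fall, normalization or background correction by -0.083 as the median closest to 0 over the alternatives and both clones, and a few strongly changed genes by 71.1% of the genes lower in GATA1 5-13, the clone with fewer. Of the paper's probes of Table S2 with a position, 6.75% lie on chromosome 21 against 1.19% of the array (Fisher's exact test, odds ratio 7.38, p = 4.3e-47, with probes that are not independent). A candidate explanation is a difference in the number of copies of chromosome 21 between the clones and the GATA1 Neg cells, in line with that share but found on the same arrays. Whether such a difference lies in the clones or in the control pool cannot be told apart, since every ratio has GATA1 Neg below it; the median difference between the clones was 0.030. An effect of GATA1 on genes of this chromosome stays open as well and was not tested. DYRK1A, with log2 ratios of -0.21 and -0.27, lies on chromosome 21. On chromosome Y the medians over 54 genes were 0.289 and 0.113, with no test of their source.

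GATA1 itself fell less on the arrays than in the paper's real-time RT-PCR. Compression of all ratios on these arrays is argued against: the spike-in RNAs had a mean slope of observed over expected log ratios of 0.865 (0.838 to 0.887), while the GATA1 values would need 0.194. What stays open is a different RNA extract, a probe that also binds another transcript, and the compression of this probe alone; none was tested.

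The interferon list (45 genes) had a median log2 ratio of 0.05, 0.19 in GATA1 5-13 and -0.07 in GATA1 4-14, with an adjusted p of 0.14 from limma's camera test. The megakaryocyte list (41 genes) had a median of -0.02, -0.10 and -0.01 in the clones, with an adjusted p of 0.34. The erythroid list (42 genes) had 0.09 in GATA1 5-13 and -0.19 in GATA1 4-14, opposite directions, and a median below 0 in the mean with an adjusted p of 0.0496, which does not hold under fry (0.76). Over the alternatives, the adjusted p lay between 0.098 and 0.76 for the interferon list, 0.14 and 0.76 for the megakaryocyte list and 0.020 and 0.76 for the erythroid list. Adjusted over the list alone, 0 genes of each list passed 0.05, and over all genes tested 0.

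Of other genes that the paper names for their role in survival or as targets of GATA1, MCL1 had 3 probes with log2 ratios between -0.07 and 0.21 in GATA1 5-13 and between 0.39 and 0.43 in GATA1 4-14. BCL2 had 0.03 and -0.04 on one probe and 0.18 and 0.04 on the other. IGFBP7 had -1.18 in GATA1 5-13 and 0.19 in GATA1 4-14, so that 1 clone decides its mean. ANXA5 had -0.25 and -0.21. Of VEGFA, 3 probes had -0.51 to -0.37 in GATA1 5-13 and -0.31 to -0.11 in GATA1 4-14, and the other was not well above background. Both TNF probes were not well above background in either RNA. In limma on the 2 clones, 0 of these had an adjusted p under 0.05; with the error-weighted mean IGFBP7 (0.0015), 1 MCL1 probe (0.037) and 2 VEGFA probes (0.0020 and 0.023) did, and the highest adjusted p over the alternatives were 0.90 for IGFBP7, 0.73 for that MCL1 probe and 0.61 and 0.78 for those VEGFA probes.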
